# Inhibitors of enhancer of zeste homolog 2 (EZH2) activate tumor-suppressor microRNAs in human cancer cells

**DOI:** 10.1038/oncsis.2014.17

**Published:** 2014-05-26

**Authors:** S Hibino, Y Saito, T Muramatsu, A Otani, Y Kasai, M Kimura, H Saito

**Keywords:** EZH2, microRNA, SAHA, DZNep, cancer

## Abstract

Enhancer of zeste homolog 2 (EZH2) enhances tumorigenesis and is commonly overexpressed in several types of cancer. To investigate the anticancer effects of EZH2 inhibitors, microRNA (miRNA) expression profiles were examined in gastric and liver cancer cells treated with suberoylanilide hydroxamic acid (SAHA) and 3-deazaneplanocin A (DZNep). We confirmed that SAHA and DZNep suppressed EZH2 expression in AGS and HepG2 cells and inhibited their proliferation. The results of microarray analyses demonstrated that *miR-1246* was commonly upregulated in cancer cells by treatment with SAHA and DZNep. *MiR-302a* and *miR-4448* were markedly upregulated by treatment with SAHA and DZNep, respectively. DYRK1A, CDK2, BMI-1 and Girdin, which are targets of *miR-1246*, *miR-302a* and *miR-4448*, were suppressed by treatment with SAHA and DZNep, leading to apoptosis, cell cycle arrest and reduced migration of AGS and HepG2 cells. ChIP assay revealed that SAHA and DZNep inhibited the binding of EZH2 to the promoter regions of *miR-1246*, *miR-302a* and *miR-4448*. These findings suggest that EZH2 inhibitors such as SAHA and DZNep exert multiple anticancer effects through activation of tumor-suppressor miRNAs.

## Introduction

Epigenetic silencing of tumor-suppressor genes in human cancer is mediated by aberrant DNA methylation and histone modification. The polycomb repressive complex 2 mediates epigenetic gene silencing by trimethylating histone H3 lysine 27 and is known to aberrantly silence tumor-suppressor genes in cancer. Enhancer of zeste homolog 2 (EZH2), which is the catalytic subunit of polycomb repressive complex 2, enhances tumorigenesis and is commonly overexpressed in several types of cancer.^1^ Moreover, EZH2 has been reported to have an essential role in self-renewal of cancer stem cells,^2^ indicating that EZH2-targeting drugs can act as potent anticancer agents.

Epigenetic therapy with DNA methylation inhibitors and histone-modifying drugs has emerged as an effective approach for chemotherapy as well as chemoprevention of cancer. The histone deacetylase (HDAC) inhibitor suberoylanilide hydroxamic acid (SAHA) has been approved for patients with cutaneous T-cell lymphoma.^3^ Recently, it was discovered that 3-deazaneplanocin A (DZNep) inhibits EZH2, which has H3K27 trimethylation activity.^4^ Although SAHA is widely accepted as an HDAC inhibitor, it has been reported to suppress EZH2 expression in cancer cells and to exert an anticancer effect, indicating that SAHA also functions as an EZH2 inhibitor.^5, 6^

MicroRNAs (miRNAs) are small noncoding RNAs that function as endogenous silencers of various target genes. Specific miRNAs such as *miR-34a* are downregulated in various cancers and act as tumor suppressors. On the other hand, miRNAs such as *miR-155* and the *miR-17-92* cluster are reportedly overexpressed in various cancers, and act as oncogenes.^7, 8, 9, 10, 11^ Aberrant expression of miRNAs has a critical role in human carcinogenesis. We have discovered that some miRNAs including *miR-127* are regulated by epigenetic alterations such as DNA methylation and histone modification.^12^ DNA methylation inhibitors and HDAC inhibitors can activate epigenetically silenced tumor-suppressor miRNAs accompanied by downregulation of target oncogenes in human cancer cells.^12, 13^ However, the miRNA expression profiles altered by EZH2 inhibitors are still unknown. In the present study, to investigate the molecular mechanisms underlying the anticancer effects of EZH2 inhibitors, miRNA expression profiles in gastric and liver cancer cells were analyzed after treatment with SAHA and DZNep.

## Results

### SAHA and DZNep inhibit EZH2 expression in, and proliferation of, AGS and HepG2 cells

We first investigated the levels of EZH2 expression and the antiproliferative activity of SAHA and DZNep in AGS and HepG2 cells. As shown in Figure 1, EZH2 expression in both AGS and HepG2 cells was suppressed by treatment with 1 μM SAHA and 5 μM DZNep for 72 h. The numbers of AGS and HepG2 cells were significantly reduced 72 h after treatment with SAHA and DZNep. These findings suggest that both AGS and HepG2 cells are sensitive to SAHA and DZNep, and that these histone-modifying drugs inhibit EZN2 expression and the proliferative activity of cancer cells derived from the stomach and the liver.

We also examined the alteration of stemness in AGS and HepG2 cells using a sphere-forming assay. Under anchorage-independent stem cell-specific culture conditions, AGS and HepG2 cells formed spheroids, as shown in Figure 2a. Treatment with SAHA and DZNep significantly reduced the number of these spheroids. The levels of expression of *Oct3/4* and *Sox2*, which are essential for induction of pluripotent stem (iPS) cells, were significantly increased in AGS and HepG2 cells after spheroid formation. These results suggest that SAHA and DZNep suppress the stemness of AGS and HepG2 cells (Figure 2b).

### *miR-1246* is a common target of EZH2 inhibitors in cancer cells

To investigate the miRNA expression profiles altered by the treatment of AGS and HepG2 cells with SAHA and DZNep, we conducted microarray analyses. miRNAs that were significantly upregulated after treatment of AGS and HepG2 cells with SAHA and DZNep are summarized in Table 1. 

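The microarray data analysed here are 3 arrays of RNA from HepG2 cells, with 1 array for each condition: untreated, 5-Aza-CdR alone, and SAHA combined with 5-Aza-CdR. 5-Aza-CdR is an inhibitor of DNA methylation, and SAHA is an inhibitor of histone deacetylases. Arrays of cells treated with SAHA alone or with DZNep, and arrays of AGS cells, were not analysed here, so that only the untreated HepG2 array stands behind a column of Table 1. The sample labels give 1 μM SAHA for 4 days and 1 μM 5-Aza-CdR for 24 h, whereas the paper gives 1 μM SAHA for 72 h and describes no 5-Aza-CdR treatment. RNA was labelled with the dye Hy5 and hybridized to a Toray miRNA chip with 1212 miRNA probes and 2 spots per probe. The deposited scanner files hold the median intensity of each spot, neither normalized nor background subtracted. The authors also deposited 1 processed intensity per miRNA, and the listed values of each array have a median of 25. For the untreated cells, these processed values lay within 0.179% of the paper's control values for all 23 miRNAs in the HepG2-SAHA column of Table 1. From the scanner intensities, a miRNA was called detected where the mean of its spots exceeded the mean of the blank spots by more than 2 SD. By this rule, 592 of the 1212 miRNAs were detected in untreated cells, 550 with 5-Aza-CdR and 730 with both drugs. With a limit from the negative-control spots instead, the counts were 444, 383 and 452, so the gaps between the arrays depend on the limit. Intensities were background corrected by normexp with an offset of 50 and quantile normalized over the 3 arrays. With 1 array per condition, there is no replicate error and no statistical test, and the number of arrays limits the precision of every value.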

Interestingly, *miR-1246* was upregulated in both cell lines after SAHA and DZNep treatment (Table 1). Increased expression of *miR-1246* by treatment with SAHA and DZNep was confirmed by quantitative RT–PCR (Figure 3a). This suggests that *miR-1246* is a common target of SAHA and DZNep in cancer cells and can be activated by these histone-modifying drugs.

### *miR-302a* and *miR-4448* are upregulated by SAHA and DZNep

We also found that *miR-302a* and *miR-4448* were most upregulated by treatment of AGS cells with SAHA, and by treatment of both AGS and HepG2 cells with DZNep, respectively (Table 1). Upregulation of *miR-302a* and *miR-4448* by treatment with SAHA and DZNep was confirmed by quantitative RT–PCR (Figures 2b and c). Recent studies have shown that *miR-302* is the major miRNA found in human embryonic stem cells and iPS cells, and that induction of *miR-302* expression reprograms somatic cells into a pluripotent stem cell-like state.^14, 15^ *MiR-302* has been reported to inhibit the tumorigenicity of human pluripotent stem cells and the proliferation of cervical carcinoma cells.^16, 17^ Although *miR-4448* was identified only recently and its function is still unclear, we focused our study on *miR-4448*, as it was robustly induced by DZNep treatment.

### *miR-1246*, *miR-302a* and *miR-4448* suppress their target genes upon treatment with SAHA and DZNep in cancer cells

A recent study has shown that dual-specificity tyrosine phosphorylation-regulated kinase 1A (DYRK1A), a Down syndrome-associated protein kinase, is a target of *miR-1246*.^18^ We examined the levels of expression of *miR-1246* and its target DYRK1A by quantitative RT–PCR and western blotting, respectively. As shown in Figure 3a, the expression level of *miR-1246* was increased, and accompanied by downregulation of DYRK1A, after treatment of AGS and HepG2 cells with SAHA and DZNep. Cyclin-dependent kinase 2 (CDK2) and BMI-1 polycomb ring finger oncogene (BMI-1), both of which are known to be cell cycle regulators, have been identified as targets of *miR-302.*^16^ Figure 3b shows the expression levels of *miR-302a* and its targets CDK2 and BMI-1. *MiR-302a* was significantly upregulated in comparison with control cells, and CDK2 and BMI-1 were downregulated, after treatment of AGS cells with SAHA and DZNep.

To investigate whether *miR-4448* targets any cancer-related genes, we searched the miRNA-target databases Targetscan (http://www.targetscan.org/vert_61/) and miRDB (http://mirdb.org/miRDB/). These databases strongly implicate CCDC88A (coiled-coil domain containing 88A, also known as Girdin) as a candidate target gene of *miR-4448* with high scores. Girdin is a component of the phosphatidylinositol 3-kinase (PI3-K)/Akt pathway, which is a pivotal signaling pathway for cancer progression and has an important role in cancer cell migration by controlling actin organization.^19^ As shown in Figure 3c, expression of Girdin protein was reduced after DZNep treatment in both AGS and HepG2 cells, and this was accompanied by upregulation of *miR-4448* expression.

### SAHA and DZNep induce apoptosis and cell cycle (G1/S) arrest in AGS and HepG2 cells and inhibit their migration

To elucidate the molecular mechanism underlying the suppression of cancer cells by histone-modifying drugs, we conducted Annexin V-FITC apoptosis assay and cell cycle assay. As shown in Figure 4a, flow cytometry analyses revealed that Annexin V-positive cells were increased among both AGS and HepG2 cells after treatment with SAHA and DZNep, indicating that these histone-modifying drugs induce apoptosis of cancer cells. Figure 4b shows the results of the cell cycle assay in which AGS and HepG2 cells were treated with histone-modifying drugs. The proportion of AGS cells in G1-phase was increased after treatment with SAHA and DZNep, suggesting induction of G1/S arrest. On the other hand, the proportion of HepG2 cells in sub-G1-phase was increased after treatment with SAHA and DZNep, suggesting induction of apoptosis by these drugs.

As Girdin, which is associated with cancer cell migration, was downregulated by DZNep treatment, we conducted the wound-healing assay, which is a standard assay for measuring cell migration. As shown in Figure 5, after DZNep treatment, the wound width of plated AGS and HepG2 cells was significantly increased, and the number of migrated AGS cells was significantly suppressed. These results suggest that DZNep suppresses the migration of AGS and HepG2 cells.

### Binding of EZH2 to the promoter regions of *miR-1246*, *miR-302a* and *miR-4448* is inhibited by SAHA and DZNep

Finally, we performed the ChIP assay with antibodies against EZH2 and p53 to clarify the mechanism responsible for regulation of these miRNAs by histone-modifying drugs. Chromatin around the *miR-1246* promoter region that was immunoprecipitated with EZH2 antibody was significantly reduced by treatment with SAHA and DZNep in both AGS and HepG2 cells (Figure 6a). A recent study has shown that *miR-1246* has a p53-responsive element in its promoter region, and that p53 induces *miR-1246* expression in response to DNA damage.^18^ The results of the ChIP assay demonstrate that binding of p53 to the *miR-1246* promoter region was significantly increased by treatment of cancer cells with SAHA and DZNep (Figure 6a).

Chromatin around the *miR-302a* promoter region that was immunoprecipitated with EZH2 antibody was significantly reduced by treatment with SAHA and DZNep in AGS cells (Figure 6b). As for *miR-4448*, we examined the potential promoter region located on chromosome 3: 183602504-183602724. Binding of EZH2 to the potential *miR-4448* promoter was significantly decreased after DZNep treatment in AGS cells. Unexpectedly, in HepG2 cells, binding of EZH2 was increased after DZNep treatment (Figure 6c). These findings indicate that binding of EZH2 to the promoter regions of *miR-1246*, *miR-302a* and *miR-4448* was inhibited in cancer cells by treatment with SAHA and DZNep.

## Discussion

Drugs that target chromatin-modifying enzymes such as DNA methylation inhibitors and HDAC inhibitors hold clinical promise for treatment of cancer. However, the molecular mechanisms underlying the anticancer effects of EZH2 inhibitors are not fully understood. DZNep inhibits EZH2, which exerts trimethylation activity on H3K27. SAHA is widely accepted as an HDAC inhibitor, but its function as an EZH2 inhibitor has also been reported.^5, 6^ Recent studies have shown that EZH2 interacts with HDACs via EED (embryonic ectoderm development: as one of the polycomb repressive complex 2 component proteins) and that EZH2-mediated gene silencing is dependent on HDAC activity.^20^ In addition, another HDAC inhibitor, trichostatin A, completely abrogates the effects of EZH2 overexpression in cancer cells, thus supporting the function of SAHA as an EZH2 inhibitor.^21^

Here we have shown for the first time that, in cancer cells, *miR-1246* is a common target of EZH2 inhibitors and that *miR-302a* and *miR-4448* are activated by SAHA and DZNep. Our results demonstrate that SAHA and DZNep suppress EZH2 expression and activate tumor-suppressor miRNAs in cancer cells. ChIP assay revealed that binding of EZH2 to the promoter regions of *miR-1246*, *miR-302a* and *miR-4448* was inhibited by SAHA and DZNep. As EZH2 is the catalytic subunit of polycomb repressive complex 2, which mediates epigenetic gene silencing by trimethylating histone H3 lysine 27, suppression of EZH2 by SAHA and DZNep may induce transcriptional activation of *miR-1246*, *miR-302a* and *miR-4448* in cancer cells. In HepG2 cells, binding of EZH2 to the putative *miR-4448* promoter region was not suppressed by DZNep, suggesting that *miR-4448* expression is not under the direct control of EZH2. Transcription factors regulated by EZH2 may control *miR-4448* expression in liver cancer cells. In addition, *miR-1246* has a p53-responsive element in its promoter region, and p53 induces *miR-1246* expression.^18^ Treatment with SAHA and DZNep increased p53 binding to the *miR-1246* promoter region, thus further increasing *miR-1246* expression.

DYRK1A, which was recently identified as one of the targets of *miR-1246*, was significantly suppressed by treatment with EZH2 inhibitors, resulting in apoptosis of AGS and HepG2 cells. DYRK1A has been shown to suppress caspase-9-mediated apoptosis in mammalian cells through phosphorylation of caspase-9 on threonine residue 125.^22, 23^ These findings suggest that SAHA and DZNep induce DYRK1A-mediated apoptosis in cancer cells through activation of *miR-1246*. Treatment of AGS cells with DZNep and SAHA suppressed CDK2 and BMI-1, which were recently identified as the targets of *miR-302*, and induced cell cycle (G1/S) arrest. CDK2 is a G1-phase checkpoint regulator, and its suppression may result in inhibition of G1–S cell cycle transition pathways. Deficiency of BMI-1, an oncogenic cancer stem cell marker, has been shown to inhibit G1–S cell cycle transition through enhancement of p16Ink4a and p14Arf tumor-suppressor activities.^24^ Thus, concurrent silencing of CDK2 and BMI-1 by *miR-302a* may synergistically bring about G1/S cell cycle arrest of AGS cells. We also found that treatment with DZNep suppressed the expression of Girdin and inhibited the migration of AGS and HepG2 cells, probably because of the activation of *miR-4448*. It has been reported previously that Girdin is highly expressed in a variety of human cancers and that shRNA knockdown of Girdin markedly inhibits the metastasis of breast cancer cells.^25^ These findings suggest that DZNep may impair progression of cancer and migration of cancer cells by suppression of Girdin through activation of *miR-4448*.

In the present study, we focused on three miRNAs—*miR-1246*, *miR-302a* and *miR-4448*—which were robustly upregulated by SAHA and DZNep treatment in AGS and HepG2 cells. However, other miRNAs listed in Table 1 are also associated with apoptosis and migration of cancer cells. For example, it has been reported that *miR-15, miR-16* and *miR-181a* induce apoptosis of cancer cells by targeting *BCL2*^26, 27, 28^ and that *miR-205* inhibits the migration of cancer cells.^29, 30^ In addition, recent studies have shown that *miR-1915* also targets *BCL2* and has an important role in the development of multidrug resistance in colorectal carcinoma cells^31^ and that *miR-146b-5p* reduces migration and invasion of glioma by targeting epidermal growth factor receptor and matrix metalloproteinase 16.^32, 33^ On the other hand, several potential oncogenic miRNAs such as *miR-21*, *miR-103* and *miR-221* are also upregulated after treatment with SAHA and DZNep.^34, 35, 36, 37^ In particular, *miR-221* promotes tumorigenesis of gastric and liver cancer cells by targeting tumor-suppressor genes such as *PTEN*.^35, 36^ Gebeshuber *et al.*^38^ have proposed that whether one miRNA acts as a tumor suppressor or oncogene is largely dependent on cell condition. Further studies are needed to examine how these potential oncogenic miRNAs are implicated in the anticancer effect of EZH2 inhibitors.

As EZH2 has been reported to be essential for self-renewal of cancer stem cells,^2^ SAHA and DZNep, which inhibit EZH2, could be promising therapeutic agents for suppression of cancer stem cells.^39, 40^ After culture of AGS and HepG2 cells under anchorage-independent stem cell-specific conditions, spheroids were formed, as shown in Figure 2a. The stem cell properties of the spheroid-forming cells were confirmed by upregulation of *Oct3/4* and *Sox2*, which are essential for iPS cells. SAHA and DZNep significantly inhibited spheroid formation, suggesting that EZH2 inhibitors suppress the stemness of AGS and HepG2 cells. Other studies have also shown that EZH2 inhibitors act against the cancer stem cell population in pancreatic cancer and glioblastoma.^39, 40, 41^ These findings indicate that EZH2 inhibitors may be promising agents for cancer stem cell-targeting therapy.

Accumulating evidence has revealed that the *miR-302-367* cluster is deeply associated with stemness in pluripotent cells, but we and other groups have shown that the *miR-302-367* cluster also acts as a potent tumor suppressor in cancer stem cells. Fareh *et al.*^42^ have reported that the *miR-302-367* cluster has an ability to suppress the cancer-stemness signature of glioma-initiating cells. In addition, recent studies have reported that the *miR-520* cluster, which is overexpressed in human ES cells, also acts as a tumor suppressor, and that introduction of *miR-520h* mimics into pancreatic cancer cells results in reduction of side population cells.^43, 44^ In general, miRNAs have multiple functions in response to different cell conditions through suppression of various target genes. Our results suggest that *miR-302a* acts as a tumor suppressor and suppresses the cancer-stemness signature in cancer cells by suppressing target genes such as *CDK2* and *BMI-1*, although it has an important role in maintaining stemness in pluripotent cells such as ES cells and iPS cells.

Figure 7 summarizes our present findings. In cancer cells, tumor-suppressor miRNAs are silenced by a repressive chromatin structure involving trimethylating histone H3 lysine 27 mediated by chromatin-modifying factors including EZH2. Treatment with SAHA and/or DZNep suppresses EZH2 expression and reduces the level of H3K27 methylation, creating a more active chromatin structure, and thus allowing p53 to bind to the promoter region of *miR-1246*. Tumor-suppressor miRNAs such as *miR-1246*, *miR-302a* and *miR-4448* are activated and suppress their cancer-related target genes, thus inducing apoptosis and G1/S arrest of cancer cells and inhibiting their migration. In conclusion, EZH2 inhibitors such as SAHA and DZNep exert multiple anticancer effects through activation of tumor-suppressor miRNAs in human cancer cells. Epigenetic therapy with EZH2 inhibitors holds clinical promise for the management of human malignancies.

## Materials and methods

### Cell culture and drug treatment

AGS, a human gastric cancer cell line, was obtained from the American Type Culture Collection (Rockville, MD, USA) and cultured in RPMI1640 medium supplemented with 10% fetal bovine serum (FBS). HepG2, a human liver cancer cell line, was obtained from RIKEN Cell Bank (Tsukuba, Japan) and cultured in Dulbecco's Minimal Essential Medium supplemented with 10% FBS. For drug treatment, cells were seeded the day before drug administration, and then treated with 5 μM DZNep (Cayman Chemical, Ann Arbor, MI, USA) or 1 μM SAHA (Sigma-Aldrich, St Louis, MO, USA) for 72 h.^45, 46^

### Cell counting

AGS and HepG2 cells were seeded at 1.0 × 10^5^ cells per well in a 6-well plate. AGS and HepG2 cells were cultured in media supplemented with 10% FBS and treated with 1 μM SAHA and 5 μM DZNep for 72 h. After treatment with DZNep and SAHA, the cells were counted using a Cellometer (Tomy Digital Biology, Tokyo, Japan). The data are indicated as mean±s.d. from three independent experiments.

### RNA extraction and microarray analysis

Total RNAs were extracted from cancer cell lines using the mirVana miRNA isolation kit (Applied Biosystems, Foster City, CA, USA). MiRNA microarray analyses were conducted by Toray Industries (www.toray.com: Tokyo, Japan). This microarray chip contains probe regions that detect 1719 miRNA transcripts listed in Sanger miRBase Release 17.0 (http://www.sanger.ac.uk). The average values of the various miRNA signal intensities detected by the chip were then compared.

### Quantitative RT–PCR

Expression levels of genes were analyzed by TaqMan quantitative RT–PCR assay for *miR-1246*, *miR-302a*, *Oct3/4* and *Sox2* (Applied Biosystems) in accordance with the manufacturer's instructions. Quantitative analysis was performed using the CFX96 Real-Time System (BioRad, Hercules, CA, USA). *U6* was used as an internal control for *miR-1246* and *miR-302a*. *GAPDH* was used as an internal control for *Oct3/4* and *Sox2*. For control of *Oct3/4* and *Sox2* expression after spheroid formation, we used AGS or HepG2 cells cultured in regular media supplemented with 10% FBS. Experiments were carried out in triplicate.

### Antibodies

Antibodies against Girdin (T-13) and CDK2 (SC-163) were purchased from Santa Cruz Biotechnology (Dallas, TX, USA). Antibodies against DYRK1A (Cell Signaling, Danvers, MA, USA), EZH2 (BD Biosciences, San Jose, CA, USA) and BMI-1 (Abcam, Cambridge, UK) were used. HRP-conjugated β-actin (Santa Cruz Biotechnology) was used as an internal control for western blotting. ChIP Ab+ EZH2 (Millipore, Billerica, MA, USA) and p53 antibody (Cell Signaling) were used for the ChIP assay.

### Chromatin immunoprecipitation (ChIP) assay

The ChIP assay was performed as described previously.^12^ Quantitative analysis was performed using the CFX96 Real-Time System (BioRad) with Ssoadvanced SYBR Green SuperMix (BioRad). The sequences of the primers used were as follows:

*miR-1246* forward: 5′-GCTTGGCTAGCTGCCTTAACA-3′

*miR-1246* reverse: 5′-GGATCTGCAGGCACTAACTTGTAG-3′.

*miR-302a* forward: 5′-GGGTAAAAGGCAGGGACTTC-3′,

*miR-302a* reverse: 5′-CAGACCCACCCAGGATCATA-3′.

*miR-4448* forward:5′-TATTACCTGCGTCCGAGGAG-3′

*miR-4448* reverse:5′-CTCGTGCTCTATGGTGTTGC-3′

The fraction of immunoprecipitated DNA was calculated as follows: (DNA immunoprecipitated with EZH2 or p53 antibody—negative control with IgG)/(input DNA—negative control with IgG). Experiments were carried out in triplicate.

### Western blotting

Protein extracts were separated by SDS/polyacrylamide gel electrophoresis and transferred to nitrocellulose membranes, and the membranes were hybridized with the antibodies described above. β-Actin was used as an internal control.

### Apoptosis assay

AGS and HepG2 cells were cultured in media supplemented with 10% FBS and treated with 1 μM SAHA and 5 μM DZNep for 72 h. Apoptosis assay was performed using an Annexin V-FITC Apoptosis Detection Kit (Bio Vision, Milpitas, CA, USA). Flow cytometry analysis was performed using BD FACSDiva (BD Bioscience). The data are indicated as mean±s.d. for three independent experiments.

### Cell cycle assay

AGS and HepG2 cells were cultured in media supplemented with 10% FBS and treated with 1 μM SAHA and 5 μM DZNep for 72 h. Cells were harvested by trypsinization, washed with PBS, and then fixed in 70% ice-cold ethanol overnight at 4 °C. They were then washed with PBS and treated with RNase A (1 mg/ml) at 37 °C for 60 min and incubated with propidium iodide (50 μg/ml) for 30 min at room temperature. After incubation, flow cytometry analysis was performed using a BD FACSDiva (BD Bioscience).

### Sphere-forming assay

For sphere-forming assay, we used ReproFF2 medium (Repro cell, Kanagawa, Japan), which is a new feeder-free culture medium for human ES/iPS cells. We also used the Ultra-low attachment surface (Corning, Corning, NY, USA), which is coated with a hydrogel layer and prevents attachment of cancer cells growing in an anchorage-dependent manner.^40^ AGS and HepG2 cells were cultured in serum-free ReproFF2 medium containing 5 ng/ml bFGF with 5 μM DZNep or 1 μM SAHA in a 96-well plate with an ultra-low attachment surface. The AGS and HepG2 cells were plated at 200 and 500 per well, respectively. Fresh culture medium was added on day 5 of the culture period. The number of spheroids was counted 10 days after drug treatment. Experiments were carried out in triplicate.

### Wound-healing assay

The migration of AGS and HepG2 cells was measured by a wound-healing assay. AGS and HepG2 cells were seeded and grown to ∼80% confluence in medium supplemented with 10% FBS and treated with 1 μM SAHA and 5 μM DZNep for 72 h. Then a wound was created across the center of the well by scratching with the tip of a 1000-μl pipette. The wells were then washed twice with medium and replenished with fresh culture medium containing 5 μM DZNep. The cells were then allowed to migrate for 72 h, after which they were fixed with 3.7% paraformaldehyde and stained with 1% Crystal Violet in 2% ethanol. Three randomly selected sites per well were photographed, and the area of the wound was quantified using Image J software. The migration of cells was evaluated from the width of the wounded area or by counting the number of migrated cells. Experiments were performed in triplicate.

### Statistical analysis

For statistical analysis, the unpaired *t*-test was used. Differences at *P*<0.05 were considered significant. All error bars represent s.d.

## Figures and Tables

**Figure 1:**
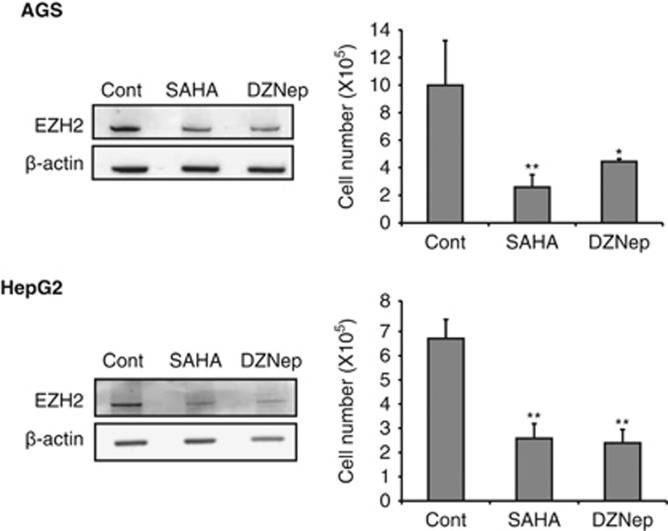
EZH2 expression and proliferation of cancer cells treated with SAHA and DZNep. Western blotting of EZH2 and cell counting assay were performed in AGS and HepG2 cells treated with SAHA and DZNep. *P<0.01, **P<0.001.

**Figure 2:**
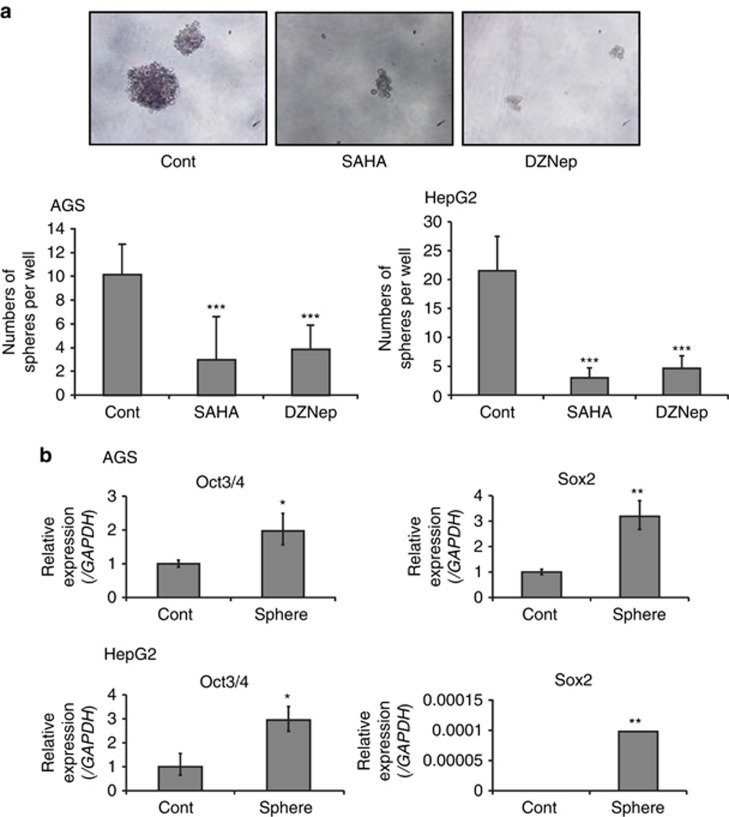
Alteration of stemness in cancer cells after treatment with EZH2 inhibitors. (**a**) Sphere-forming assay of AGS and HepG2 cells treated with SAHA and DZNep. Under anchorage-independent stem cell-specific culture conditions, AGS and HepG2 cells form spheroids. Spheroids derived from AGS cells are shown. The number of spheres derived from AGS and HepG2 cells treated with SAHA and DZNep was compared with control cells. ***P<0.001. (**b**) Quantitative RT-PCR of *Oct3/4* and *Sox2* in spheroids of AGS and HepG2 cells. Relative expression of *Oct3/4* and *Sox2* in spheres derived from AGS and HepG2 cells was compared with that of control cells. For control of *Oct3/4* and *Sox2* expression after spheroid formation, we used AGS or HepG2 cells cultured in regular media supplemented with 10% FBS. *P<0.05, **P<0.01.

**Figure 3:**
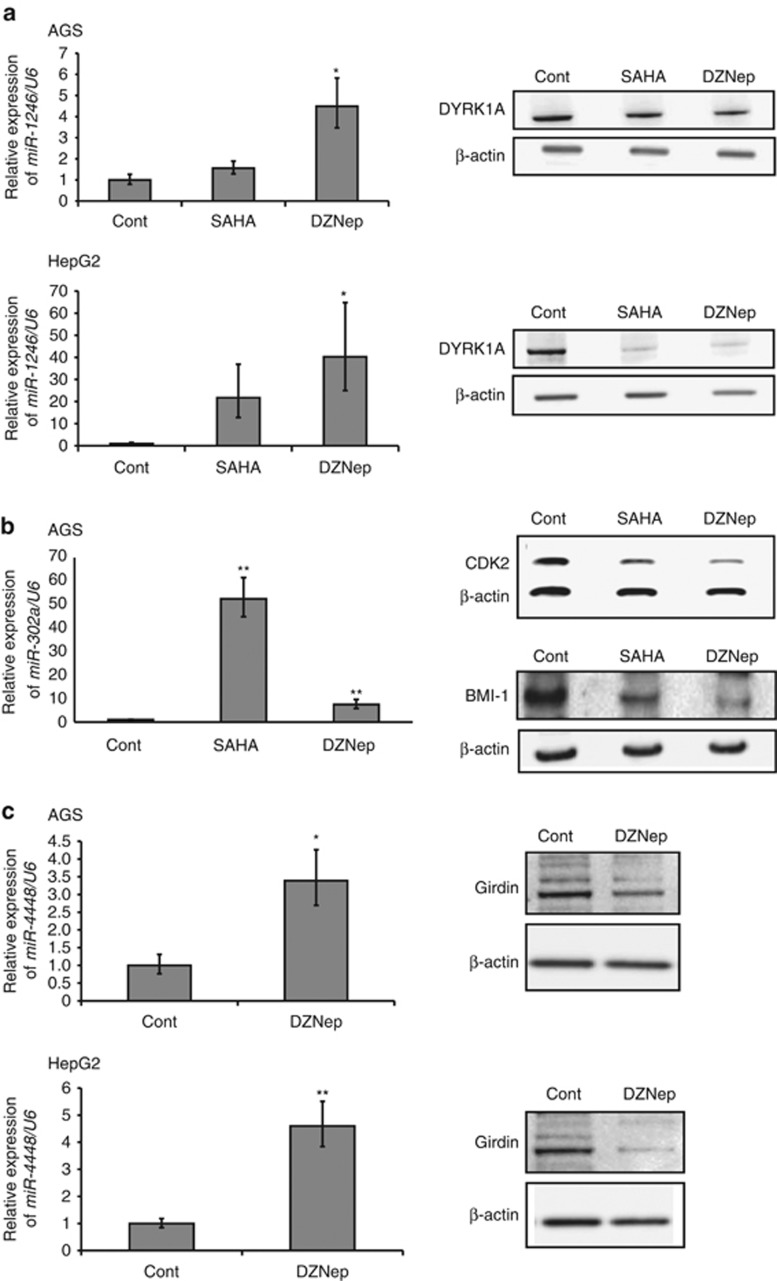
Expression levels of *miR-1246*, *miR-302a* and *miR-4448* and their target genes in AGS and HepG2 cells treated with EZH2 inhibitors. (**a**) Quantitative RT-PCR of *miR-1246* and western blotting of DYRK1A in AGS and HepG2 cells treated with SAHA and DZNep. *P<0.05. (**b**) Quantitative RT-PCR of *miR-302a* and western blotting of CDK2 and BMI-1 in AGS cells treated with SAHA and DZNep. **P<0.01. (**c**) Quantitative RT-PCR of *miR-4448* and western blotting of Girdin in AGS and HepG2 cells treated with DZNep. *P<0.05, **P<0.01.

**Figure 4:**
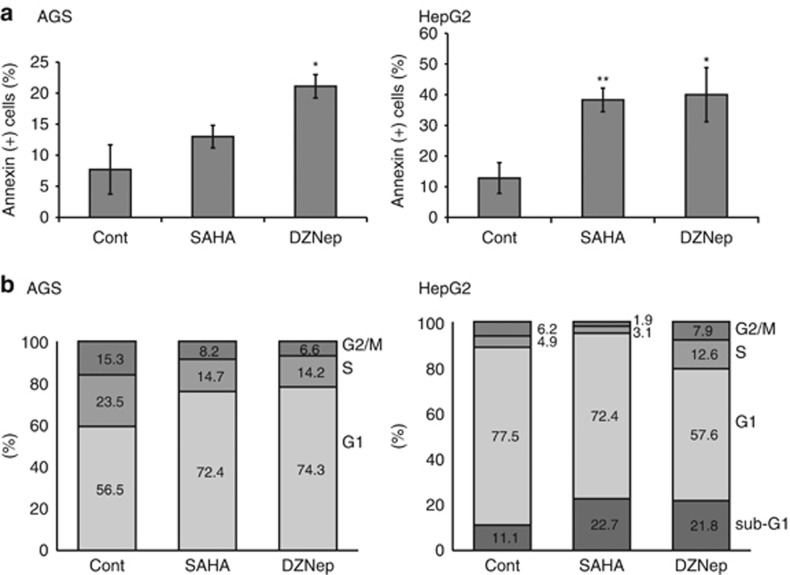
Apoptosis and cell cycle assays of AGS and HepG2 cells treated with EZH2 inhibitors. (**a**) Annexin V apoptosis assay of AGS and HepG2 cells treated with SAHA and DZNep. *P<0.01, **P<0.001. (**b**) Cell cycle assay of AGS and HepG2 cells treated with SAHA and DZNep.

**Figure 5:**
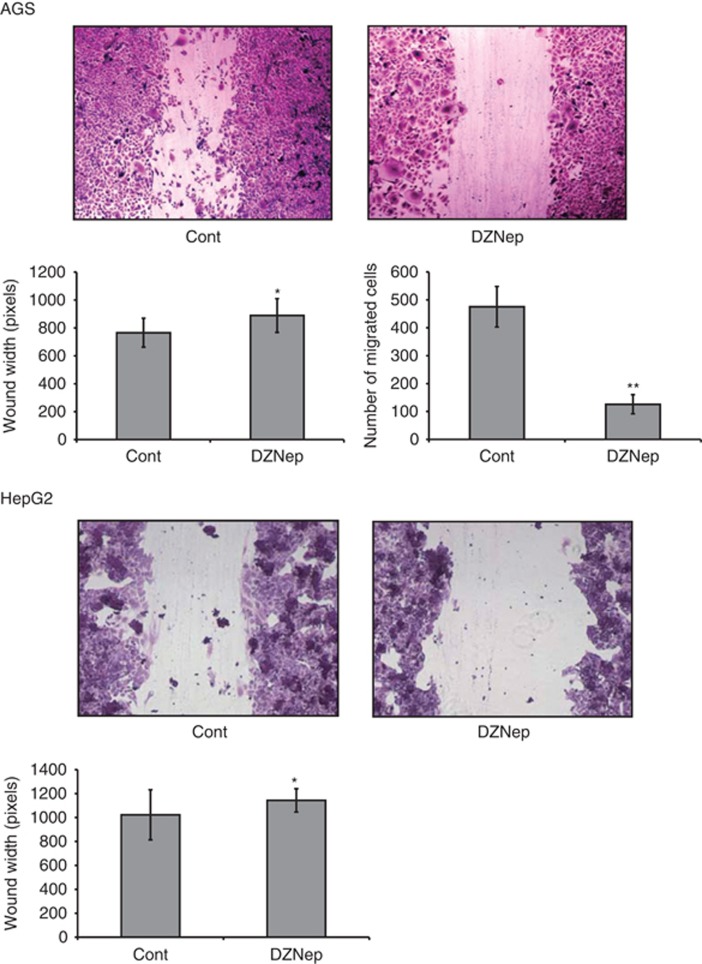
Wound-healing assay of AGS and HepG2 cell migration after treatment with DZNep. Wound healing of AGS and HepG2 cells is shown. Wound width of plated AGS and HepG2 cells after DZNep treatment was compared with that of control cells. The number of migrated AGS cells after treatment with DZNep was compared with that of control cells. *P<0.05, **P<0.01.

**Figure 6:**
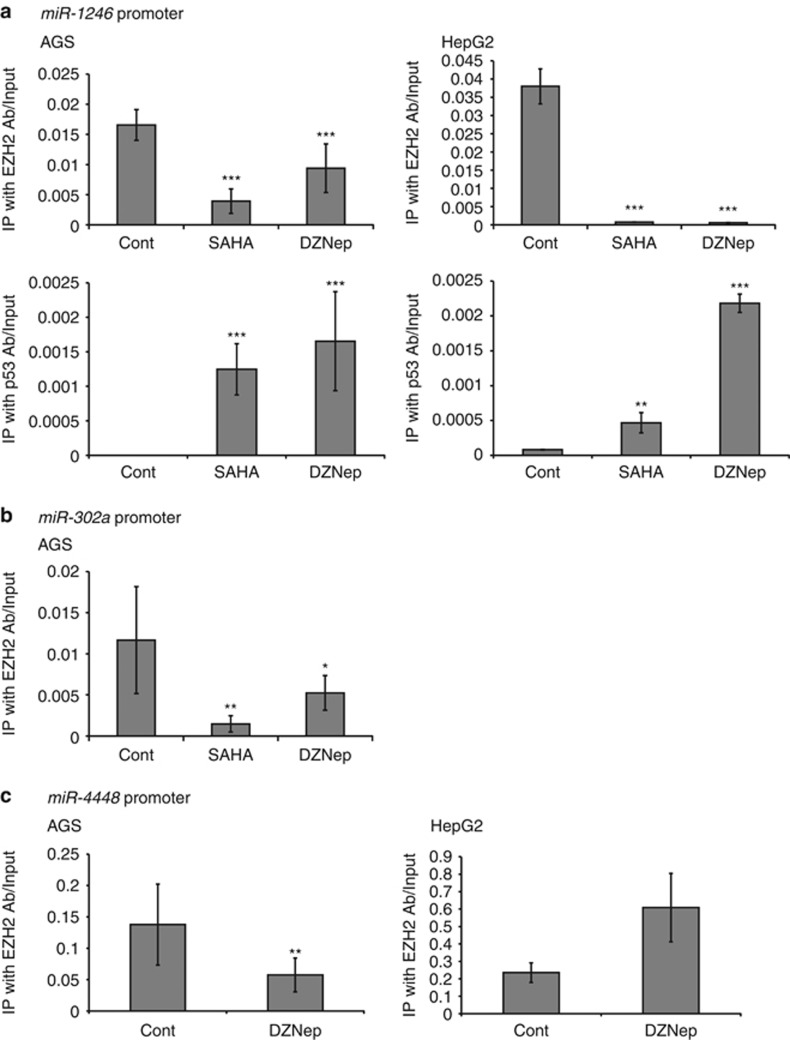
ChIP assays of binding of anti-EZH2 and -p53 antibodies to the promoter regions of *miR-1246, miR-302a and miR-4448.* (**a**) ChIP assay to determine binding of antibodies against EZH2 and p53 to the promoter region of *miR-1246* in AGS and HepG2 cells treated with SAHA and DZNep. **P<0.01, ***P<0.001. (**b**) ChIP assay to determine binding of anti-EZH2 antibody to the promoter region of *miR-302a* in AGS cells treated with SAHA and DZNep. *P<0.05, **P<0.01. (**c**) ChIP assay to determine binding of anti-EZH2 antibody to the putative promoter region of *miR-4448* in AGS and HepG2 cells treated with DZNep. **P<0.01.

**Figure 7:**
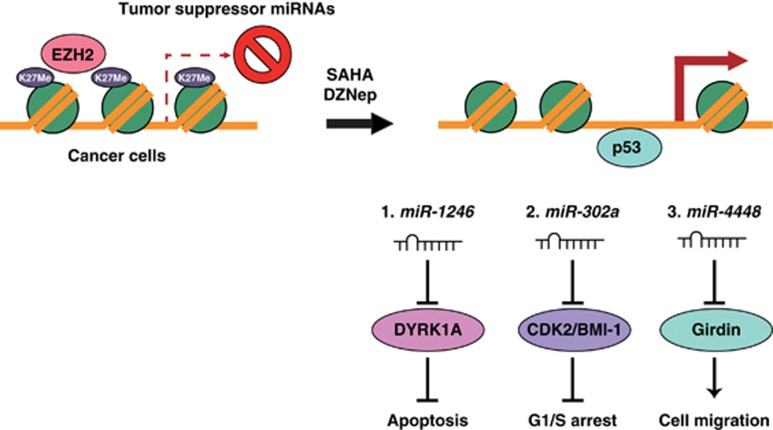
A model summarizing activation of tumor-suppressor miRNAs by SAHA and DZNep. In cancer cells, tumor-suppressor miRNAs are silenced by a repressive chromatin structure involving H3K27me3 mediated by chromatin-modifying factors including EZH2. Treatment with SAHA and/or DZNep suppresses EZH2 expression and reduces the level of H3K27 methylation, leading to creation of an active chromatin structure and allowing p53 to bind to the promoter region of *miR-1246*. Tumor-suppressor miRNAs such as *miR-1246*, *miR-302a* and *miR-4448* are activated and suppress their cancer-related target genes, resulting in induction of apoptosis and G1/S arrest in cancer cells and inhibition of their migration.

**Table 1:** MiRNA expression profiles in AGS and HepG2 cells treated with SAHA and DZNep

	*AGS-SAHA*				*HepG2-SAHA*		
	*Cont*	*SAHA*	*Ratio*		*Cont*	*SAHA*	*Ratio*
*miR-302a	28.4	410.6	14.4	*miR-301a*	32.3	258.7	8.0
*miR-205*	19.7	210.0	10.7	*miR-16*	177.5	1187.2	6.7
*miR-1915*	34.3	300.2	8.8	*miR-4286*	3189.0	20115.4	6.3
*miR-146b-5p*	38.1	265.3	7.0	*miR-378c*	28.5	158.0	5.5
*miR-188-5p*	21.5	143.8	6.7	*miR-107*	649.3	3513.9	5.4
*miR-221*	139.6	896.9	6.4	*miR-103*	895.0	4614.8	5.2
*miR-663*	84.5	532.5	6.3	*miR-18a*	91.7	470.1	5.1
*miR-2861*	325.6	1860.0	5.7	*miR-125a-3p*	107.7	540.7	5.0
*miR-181a*	57.0	320.7	5.6	*miR-15a*	31.5	155.0	4.9
*miR-3196*	437.5	2322.5	5.3	*miR-378*	61.1	281.4	4.6
*miR-1469*	73.2	383.6	5.2	*miR-422a*	52.7	187.4	3.6
*miR-3621*	210.6	1079.1	5.1	miR-21*	39.2	135.9	3.5
*miR-3180*	45.3	229.9	5.1	*miR-19b*	349.3	1126.3	3.2
*miR-3656*	295.0	1469.4	5.0	*miR-22*	501.9	1609.3	3.2
*miR-1908*	221.2	1083.9	4.9	*miR-532-5p*	34.9	107.4	3.1
*miR-4294*	63.6	310.7	4.9	*miR-660*	53.3	159.7	3.0
*miR-1268*	124.4	590.8	4.7	*miR-1246	2438.0	7229.7	3.0
*miR-3195*	34.9	164.1	4.7	*miR-185*	95.6	268.3	2.8
*miR-193b*	37.0	173.2	4.7	*miR-425*	216.4	591.1	2.7
*miR-3665*	575.6	2686.4	4.7	*miR-1260b*	17758.0	46685.1	2.6
*miR-23a*	801.3	3358.3	4.2	*miR-4284*	8795.4	22991.7	2.6
*miR-1246	820.5	3435.9	4.2	*miR-128*	74.2	193.0	2.6
*miR-373*	5716.4	23818.2	4.2	*miR-194*	1072.3	2787.3	2.6
*miR-4327*	36.3	149.3	4.1				
*miR-638*	242.2	989.9	4.1				
*miR-762*	547.8	2226.8	4.1				

	*AGS-DZNep*				*HepG2-DZNep*		
	*Cont*	*DZNep*	*Ratio*		*Cont*	*DZNep*	*Ratio*
*miR-4448	64.2	2725.7	42.4	*miR-4448	72.5	592.9	8.2
*miR-3676*	41.1	160.7	3.9	*miR-4485*	226.5	956.1	4.2
*miR-221*	141.9	393.5	2.8	*miR-4294*	95.0	339.2	3.6
*miR-1246	834.2	2299.4	2.8	*miR-3676*	120.4	416.2	3.5
*miR-3131*	35.4	93.4	2.6	*miR-4419b*	13.8	46.8	3.4
*miR-3194-5p*	14.4	34.9	2.4	*miR-4725-3p*	103.0	339.7	3.3
*miR-940*	20.4	47.8	2.3	*miR-1246	5544.7	17245.6	3.1
*miR-4730*	45.7	99.6	2.2	*miR-1290*	144.0	443.1	3.1
*miR-4745-5p*	71.9	148.2	2.1	*miR-4675*	20.0	58.3	2.9
				*miR-146b-5p*	61.6	179.1	2.9

Signal intensities and their ratios in microarray analyses are shown. 

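All 23 miRNAs in the HepG2-SAHA column of Table 1 were detected in the untreated HepG2 cells, on the array that gave the control values of that column. MiR-378c, with a signal of 39.5, was below the limit of 39.9 from the negative-control spots. The signal of miR-1246 was 1209, with 1083 and 1335 on its 2 spots, which is 33.7 times the detection limit of 35.9. The level of miR-1246 is 2442 after subtraction of the blank signal and scaling to a median of 25 over the miRNAs that the authors list. The paper's reported control value is 2438.0. MiR-16 and miR-15a, for which the paper cites reports of apoptosis through BCL2, had untreated signals of 116.5 and 44.5, or 3.25 and 1.24 times the detection limit. MiR-103, named by the paper among potential oncogenic miRNAs, had a signal of 463, or 12.9 times the limit. The probe for miR-21* (the passenger strand), which is the form of miR-21 that this column lists, had a signal of 52.5, or 1.46 times the limit. MiR-194, a liver-enriched miRNA, had a signal of 556, or 15.5 times the limit, and miR-19b, a member of the miR-17-92 cluster, had a signal of 194, or 5.41 times the limit. Over the 23 miRNAs, the signal lay between 1.10 times the limit for miR-378c and 239 times the limit for miR-1260b, and it was above 10 times the limit for 6 of them. Near the limit, the rescaled level moved most against the paper's control value, between 0.710 times it for miR-301a and 1.22 times it for miR-21*. These are signals of 1 array, and the SAHA-treated arrays were not analysed here, so the ratios of Table 1 were not recomputed. The paper bases its statement that miR-1246 rose in both cell lines with either drug on those ratios and on quantitative RT-PCR.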

MiR-1246, miR-302a and miR-4448 are indicated by asterisks.

How the deposited data were processed for this re-analysis (not part of the article)

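MiRNA expression was measured in HepG2 cells with 3 one-colour Toray miRNA chips: untreated, 5-Aza-CdR alone, and SAHA combined with 5-Aza-CdR, with 1 array for each. Conditions were taken from the sample labels, which give 1 μM SAHA for 4 days and 1 μM 5-Aza-CdR for 24 h. The labels name an RNA extraction kit and a SAHA treatment time that differ from those in the Methods, and the article describes no 5-Aza-CdR treatment. Arrays of cells treated with SAHA alone or with DZNep and arrays of AGS cells were not analysed here.

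The scanner files that the authors deposited hold the median intensity of each spot and of its local background at 635 nm, with no normalization and no background subtraction. The layout named in the file headers is version 16, with 1212 miRNA probes in 2 spots each. It has no probe for 5 of the 10 miRNAs in the HepG2-DZNep column of Table 1, miR-4448 among them. The authors also deposited a table of processed intensity values, for which the steps are not given in the sources used here. Each column of that table has a median of 25 over its listed values, and 784 miRNAs are listed for untreated cells, 749 for 5-Aza-CdR and 887 for SAHA and 5-Aza-CdR. For untreated cells and for SAHA and 5-Aza-CdR, the processed values follow the scanner signal of the same array on a straight line after subtraction of a background, with Pearson correlations of 1.00 across miRNAs. The column of the 5-Aza-CdR sample does not follow its own scanner array, with a Spearman correlation of 0.639 across miRNAs. This gap does not show whether the column or the scanner file belongs to the sample. Over the miRNAs listed in both columns, the scanner signals of 5-Aza-CdR and untreated cells correlated by Spearman 0.912, and the columns by 0.685. With SAHA and 5-Aza-CdR in place of untreated cells, the values were 0.934 and 0.702. The scanner files were used for all values unless the table is named. Results for 5-Aza-CdR thus assume that its scanner file is that of the labelled sample, which was not tested.

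Spots of one probe were averaged, after removal of spots that the scanner marked as faulty. Background was corrected with limma 3.58.1 in R 4.3.3 by normexp with an offset of 50, followed by quantile normalization of the log2 intensity over the 1212 miRNA probes of the 3 arrays. A miRNA was called detected on an array where its mean signal exceeded the mean plus 2 SD of the blank spots, after removal of 5% of those at each end. The detection limit was 35.9 for untreated cells, 88.2 for 5-Aza-CdR and 31.4 for SAHA and 5-Aza-CdR, and 592, 550 and 730 miRNAs were detected. With a limit from the negative-control spots, 444, 383 and 452 were detected. No spot signal was above 55690. The untreated array and the array of SAHA and 5-Aza-CdR share a chip and a scan day, and the 5-Aza-CdR array comes from another chip and another day, so that chip and treatment cannot be told apart in comparisons with it.

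Differences are log2 differences between 2 arrays, with the first condition minus the second. Counts are of miRNAs detected on at least 1 of the 2 arrays that differ at least 2-fold. For a miRNA detected on 1 of the 2 arrays, only a lower bound is given, from its bright value against the higher of its dim value and the lowest normalized value among the detected miRNAs of the dim array. No p-values or standard errors are given, because each condition has 1 array. The pairs of spots give the noise within an array: the median absolute log2 difference between the spots of a detected miRNA was 0.09 for untreated cells, 0.09 for SAHA and 5-Aza-CdR and 0.18 for 5-Aza-CdR.

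The miRNAs named in the text follow a rule set before the data were examined: for each comparison, the 10 largest differences in each direction among miRNAs detected on both arrays, the 5 largest bounds in each direction, the miRNAs named in the article, the HepG2 miRNAs of Table 1, whose values had been seen, and up to 4 examples per list. The 21 lists were fixed at the same time: the 4 columns of Table 1, the tumor-suppressor and oncogenic miRNAs named in the article, the miR-302, miR-371-373, chromosome 19 and 14q32 clusters, the let-7, miR-17-92, miR-15/16, miR-200 and miR-34 families, p53-induced and liver-enriched miRNAs, and markers of blood cells, muscle, neurons, and fibroblasts and endothelium. The study chose the lists of Table 1 on its own arrays, and the control of the HepG2-SAHA list was the untreated array used here. For each list, the median log2 difference is given with its percentile among 10000 random lists of the same size matched on mean intensity, which describes these arrays only. A list of tRNA-like miRNA probes was added after the data were seen.

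The steps were tested on simulated data made from the untreated array, with 200 of 1212 miRNAs changed, drawn from those detected in untreated cells. The simulated noise was that between the spots of bright untreated probes, plus the blank signal of each array. On the real arrays, the SD of the spot mean was 0.16 for 5-Aza-CdR and 0.08 for untreated cells on the log2 scale. No variation between RNA preparations or chips was simulated. The number of unchanged miRNAs that pass therefore gives no rate of false calls for the real arrays. In the simulation of SAHA and 5-Aza-CdR against untreated cells, 4.48% of 2-fold changes, 41.8% of 4-fold changes and 87.9% of 8-fold changes passed the 2-fold threshold, and none of the 1012 unchanged miRNAs did. For 5-Aza-CdR against untreated cells, the shares were 2.99%, 38.8% and 83.3%, and for SAHA and 5-Aza-CdR against 5-Aza-CdR they were 2.99%, 41.8% and 86.4%. The offset pulls the differences of dim miRNAs toward 0, so the counts miss most small changes of dim miRNAs. Quantile normalization gives miR-1260b the same value on every array, which sets its difference to 0.

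The alternatives set at the same time as the lists were scaling to the median of the 474 miRNAs detected on all arrays, no normalization between arrays, the authors' table, background subtraction with a floor, an offset of 16, only miRNAs detected on both arrays, and no filter. Added after the data were seen were a detection limit from the negative-control spots and the use of the first or the second spot alone. Lists, percentiles and comparisons were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.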

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

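Chosen only after the results had been seen were the list of tRNA-like probes, the alternatives with a single spot or the negative-control limit, and the tests of explanations other than the comparison with the paper's AGS values; the other 7 alternatives were planned. Conditions that the article does not report on are SAHA with 5-Aza-CdR and 5-Aza-CdR alone. With SAHA and 5-Aza-CdR, 5 miRNAs were at least 2-fold higher than in untreated HepG2 cells, with log2 differences of 2.90 for miR-1274b, 2.54 for miR-1274a, 1.93 for miR-720, 1.54 for miR-4286 and 1.25 for miR-1280. The miR-1280 value fell to 0.62 with the first spot alone, as its spots on the treated array read 3679 and 9902, and the other 4 stayed at least 2-fold higher under all 10 alternatives. Of these, the negative-control limit, no filter and only miRNAs detected on both arrays change which miRNAs are counted. They could not move the value of a single miRNA. With 5-Aza-CdR alone, 4 miRNAs were at least 2-fold higher than in untreated cells, with log2 differences of 1.88 for miR-720, 1.49 for miR-1280, 1.27 for miR-1274b and 1.07 for miR-4286. The same single untreated array enters both comparisons, so an unusual value on it would show in both.

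MiR-1274a, miR-1274b, miR-720, miR-1280, miR-1260 and miR-1260b match parts of tRNAs, and as a list of 6 they had a median log2 difference of 1.59 between SAHA with 5-Aza-CdR and untreated cells. The 2 arrays share a chip and a scan day. Before normalization, both spots of all 6 probes were above both spots of the untreated array. This was not particular to these probes. It also held for miR-4284 and miR-21, whose normalized differences were -0.32 and -0.15. Normalization or background correction as the whole cause is argued against by the median, which was at least 1.63 under the other scalings and background corrections of the scanner signal. A faulty spot is argued against by the median of 1.37 or more with either spot alone. An untreated RNA preparation low in such fragments and an effect of the treatment cannot be told apart, because 1 untreated array was measured; either may have given the difference.

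The authors' processed values for the 5-Aza-CdR sample are 4451 for miR-302a, 3974 for miR-302d, 18508 for miR-372 and 14067 for miR-373, and 12 of 15 probes of the miR-302 and miR-371-373 clusters are above 100, against 1 in the column of untreated cells. On the scanner arrays after quantile normalization, no probe of these clusters was 2-fold higher with 5-Aza-CdR, with a highest log2 difference of 0.30. Without normalization, miR-371-5p was at 1.06, when the median of all counted miRNAs was 0.52. If the scanner file is that of the labelled sample, these values argue against an induction as large as the processed values of the 5-Aza-CdR sample would give. A smaller induction cannot be excluded, because most of these probes were dim. On the 5-Aza-CdR array, 0 of 10 probes of the miR-302 cluster and 2 of 5 of the miR-371-373 cluster were detected. In the simulation, 38.8% of 4-fold changes of miRNAs detected in untreated cells passed the 2-fold threshold. Untreated cells had 1 of 10 probes of the miR-302 cluster and 3 of 5 of the miR-371-373 cluster detected. That share does not cover the undetected ones. The miR-371-373 list had a median of 0.22 (percentile 97.2). The Spearman correlation of the column with its own scanner array was 0.639, when the other 2 columns reach at least 0.948 with theirs. This argues against a normalization by the authors that keeps the order of the signal. It is no separate test, because the same value showed the departure, and other kinds of normalization stay open. Values of another cell line such as AGS may be the source: over 25 miRNAs the column correlated with the paper's AGS control values by Spearman 0.775, and the column of untreated HepG2 cells by 0.603, an excess smaller than the 0.2 set in advance. The other value set in advance goes with this source, since the median absolute log2 ratio to the AGS control was 1.61 for the column and 3.44 for untreated HepG2 cells. Of the cluster members above, the paper's AGS control value is 5716.4 for miR-373 but 28.4 for miR-302a. Liver-enriched miRNAs were not lower in the column, with a median log2 ratio of 0.14 to the column of untreated HepG2 cells. Their levels in AGS cells were not measured here, so that value does not decide, and AGS as the source stays open.

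MiR-494 and let-7c were at least 2-fold lower with 5-Aza-CdR than in untreated cells, with log2 differences of -1.65 and -1.39. Neither passed 2-fold without normalization, with -0.48 for miR-494 and -0.51 for let-7c, when the median of all counted miRNAs was 0.52. With scaling to the common median they were at -1.10 and -1.13, and in the authors' table at 0.39 and 1.13. The 5-Aza-CdR column of that table departs from its scanner array, so its values may not be another processing of the same signal. The 2 spots of let-7c on the 5-Aza-CdR array read 94 and 508, and with the second spot alone its difference was -0.45, so a dim spot may account for its passing 2-fold. The spots of miR-494 read 312 and 630, and with the second spot alone its difference was -1.31, which argues against a dim spot as the whole cause. A difference between chips or scan days cannot be told apart from the treatment, because 0 chips hold both an untreated and a 5-Aza-CdR array.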

How the results depend on the processing

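The alternatives that use the first spot, the second spot or the negative-control limit were added after the data were seen. The signal over background limits all counts, since 545, 482 and 524 miRNAs were detected on both arrays of the 3 comparisons. For SAHA with 5-Aza-CdR against untreated cells, all 10 alternatives kept miR-1274b (2.61 to 3.44), miR-1274a (2.51 to 3.19), miR-720 (1.75 to 2.58) and miR-4286 (1.35 to 2.38) at least 2-fold higher, and miR-1280 ranged from 0.62 with the first spot alone to 2.16. Alternatives that change only which miRNAs are counted leave such single values as they were: the negative-control limit, no filter, and detection on both arrays. In the text that follows, counts are of miRNAs at least 2-fold higher and lower. The cause of each change was not tested, except that without normalization the median log2 difference of all counted miRNAs was 0.52 for 5-Aza-CdR against untreated cells and -0.45 for SAHA with 5-Aza-CdR against 5-Aza-CdR. In the authors' table, the 5-Aza-CdR column departs from its scanner array. In comparisons with 5-Aza-CdR, changes in that table may therefore come from a mismatch of data rather than from the processing.

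For SAHA with 5-Aza-CdR against untreated cells, the counts of 5 higher and 1 lower became 6 and 0 with scaling to the common median, 7 and 0 without normalization, 28 and 3 in the authors' table, 14 and 10 with background subtraction, and 5 and 0 with the second spot. MiR-3621 moved from -1.16 to 0.021 without normalization and 0.10 in the authors' table, and the miR-200 family from -0.17 to 0.072 in that table, -0.011 with background subtraction, -0.032 with no filter and -0.028 with the first spot.

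For 5-Aza-CdR against untreated cells, 4 higher and 2 lower became 10 and 2 with scaling to the common median, 92 and 0 without normalization, 77 and 127 in the authors' table, whose column departs from the scanner array, 15 and 17 with background subtraction, 4 and 4 with an offset of 16, and 5 and 7 with the first spot. Without normalization, miR-494 was at -0.48 and let-7c at -0.51. In the authors' table, miR-494 was at 0.39, let-7c at 1.13 and the miR-15/16 family at 1.11. That family was at 0.35 without normalization and 0.075 with the second spot, and the chromosome 19 cluster was at -0.12 with scaling to the common median.

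For SAHA with 5-Aza-CdR against 5-Aza-CdR, 6 higher and 0 lower became 3 and 0 with scaling to the common median, 0 and 62 without normalization, 173 and 75 in the authors' table, and 14 and 7 with background subtraction. Without normalization, the HepG2-DZNep miRNAs were at -0.54, the miR-200 family at -0.53 and the tRNA-like probes at -0.24. In the authors' table, miR-1274a was at -0.94, miR-1274b at -1.04, let-7c at -1.30, miR-19b at -2.11, the miR-200 family at -2.10 and the tRNA-like probes at -0.24. The miR-200 family was at -0.13 among miRNAs detected on both arrays and at -0.035 with the second spot. With the second spot, let-7c was at 0.016 and miR-19b at 0.31, and the HepG2-DZNep miRNAs were at 0.0046 with scaling to the common median and 0.22 with the first spot. No paired analysis was possible because each condition has 1 array.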

Differences from the paper's values

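For the control of the HepG2-SAHA pair of Table 1, none of the 23 levels computed from the scanner file of the untreated array differed from the paper's by more than 1.5-fold. Table 1 gives a separate control for the HepG2-DZNep pair, from an array not analysed here. The untreated array differed from it by more than 1.5-fold for 4 of the 5 miRNAs with a probe. The other 5 miRNAs of that column have no probe on the untreated array, so that control comes from another chip layout. The gaps therefore do not show a difference between untreated cells. The paper's control value for miR-1246 in that pair is 5544.7, and the level on the untreated array was 2442. For miR-4294, the paper's value is 95.0 and the level here was 500.1. For miR-146b-5p, the paper's value is 61.6 and the level here was 175.1. For miR-1290, the paper's value is 144.0 and the level here was 84.0. In the authors' table, the only alternative set before the data were examined that gives this measure, the values of the same array were 2436 for miR-1246, 490.6 for miR-4294, 179.6 for miR-146b-5p and 95.2 for miR-1290, which differ from the paper's DZNep control by more than 1.5-fold as well.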

Other observations

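With SAHA combined with 5-Aza-CdR, 5 of 777 miRNAs detected on at least 1 of the 2 arrays of HepG2 cells were at least 2-fold higher than in untreated cells and 1, miR-3621, was at least 2-fold lower. These counts do not show that the other miRNAs kept their level, since 4.48% of 2-fold and 41.8% of 4-fold changes of miRNAs detected in untreated cells were recovered in the simulation, and with background subtraction the counts were 14 and 10. Among those with an untreated signal above 200 after subtraction of the blank mean, 2 of 8 2-fold changes and 6 of 6 4-fold changes were recovered. The largest differences after the tRNA-like probes and miR-4286 were 0.65 for miR-29b, 0.62 for miR-187*, 0.59 for miR-711 and 0.51 for miR-664 on the log2 scale. MiR-122, the main miRNA of hepatocytes, differed by 0.49, with signals of 78.5 and 50.5. With background subtraction, miR-122 was at 1.09 and miR-664 at 1.06, and in the authors' table they were at 1.36 and 1.30. The size of these differences therefore depends on the processing. Among the lower values were miR-483-3p at -0.72, miR-26b at -0.72, miR-210, a hypoxia-induced miRNA, at -0.69, and miR-222 at -0.57. The value of -1.16 for miR-3621 depends on the normalization: its signals were 1733.5 and 1709, and its difference without normalization was 0.021. Among miRNAs detected on 1 of the 2 arrays, no bound reached 2-fold, and the largest were at least 1.32-fold higher for miR-487b and at least 1.44-fold lower for miR-645, whose untreated spots read 33 and 75, the first of them below the detection limit of 35.9.

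The let-7 family, whose members are tumor suppressors with near-identical sequences that may share probes, was lower with SAHA and 5-Aza-CdR: 11 of its 14 counted members were below 0, with a median log2 difference of -0.24 that lay below all 10000 random lists (percentile 0.00) and between -0.33 and -0.11 over the 10 alternatives. Let-7a was at -0.59, let-7g at -0.40 and let-7d at -0.38, and none of the members passed 2-fold. The miR-200 family, which restrains epithelial to mesenchymal change, had a median of -0.17 (percentile 0.83) over 7 members, which became -0.011 with background subtraction, -0.032 with no filter, -0.028 with the first spot and 0.072 in the authors' table. The other 19 lists lay within the central 95% of random lists, with medians between -0.12 for the AGS-SAHA miRNAs of Table 1 and 0.14 for the muscle markers, of which 1 was counted.

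The 23 miRNAs that the paper lists as upregulated by SAHA in HepG2 cells had a median log2 difference of -0.05 with SAHA and 5-Aza-CdR (percentile 24.0), which ranged from -0.05 to 0.40 over the 10 alternatives, and 1 of them, miR-4286, was at least 2-fold higher. MiR-1260b, another of the 23, could not pass, because quantile normalization sets its difference to 0. It was at 1.01 without normalization and at 1.09 in the authors' table. The study chose the list of 23 by ratios of an array of SAHA alone to the untreated array used here. The difference above therefore shares its control with the choice of the list. None of the 23 processed values of the array with both drugs lay within 1% of the SAHA values of Table 1. MiR-1246 differed by -0.05, with signals of 1803.5 and 1209, but its difference was 0.50 when the arrays were scaled to a common median and 0.68 in the authors' table, so its direction depends on the normalization. The median of the 5 HepG2-DZNep miRNAs with a probe was 0.00 (percentile 53.3), that of the 5 AGS-DZNep miRNAs 0.00 (percentile 49.1) and that of the 25 counted AGS-SAHA miRNAs -0.12 (percentile 20.9). MiR-302a was not detected on any of the 3 arrays. Tumor-suppressor miRNAs named in the article had a median of 0.00 (percentile 47.0), with miR-34a at -0.27, miR-16 at 0.04, miR-15b at -0.41 and miR-1915 at 0.47. Oncogenic miRNAs named in the article had a median of 0.01 (percentile 63.6), with miR-21 at -0.15, miR-103 at -0.11, miR-221 at -0.17 and miR-19a at 0.47. MiR-19a was at 1.10 with background subtraction and at 1.28 in the authors' table.

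For the other lists, the percentile of the median with SAHA and 5-Aza-CdR against untreated cells was 26.7 for the miR-302 cluster, 92.3 for miR-371-373, 91.6 for the chromosome 19 cluster, 76.8 for the 14q32 cluster, 31.3 for miR-17-92 and its paralogs, 11.3 for miR-15/16, 60.3 for miR-34, 62.6 for p53-induced miRNAs and 92.5 for liver-enriched miRNAs. For markers of other cells, it was 46.7 for blood, 83.9 for muscle, 34.8 for neurons and 22.3 for fibroblasts and endothelium. Of 63 list comparisons in the 3 pairs of conditions, 6 lay outside the central 95%, where 3.15 are expected by chance if list members vary independently. Members of a family may share probes, and the pairs share arrays. The 6 against 3.15 therefore cannot be read as an excess over chance.

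With 5-Aza-CdR alone, 4 miRNAs were at least 2-fold higher and 2 at least 2-fold lower than in untreated cells, out of 660 counted. These counts depend on the processing: they were 10 and 2 when the arrays were scaled to a common median, 92 and 0 without normalization, and 15 and 17 with background subtraction. Besides those 4 and 2 miRNAs, miR-1915 was at 0.83, miR-3195 at 0.68 and miR-122 at 0.62, and let-7b at -0.78, miR-19b at -0.75 and miR-24 at -0.71, for which the 2 spots on the 5-Aza-CdR array read 72 and 136, 146 and 513, and 366 and 1616. With background subtraction, miR-122 was at 1.32 and let-7b at -1.86, and with scaling to a common median miR-1915 was at 1.14 and miR-3195 at 1.11. The miR-15/16 family had a median of -0.19 (percentile 1.00), which became 0.075 with the second spots alone, 0.35 without normalization and 1.11 in the authors' table, whose 5-Aza-CdR column departs from the scanner array. The chromosome 19 cluster had a median of 0.10 (percentile 99.4), which became -0.12 when the arrays were scaled to a common median. The median of all counted miRNAs was 0.52 without normalization and -0.09 with that scaling. The tRNA-like probes had a median of 1.05.

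Between SAHA with 5-Aza-CdR and 5-Aza-CdR alone, 6 of 756 counted miRNAs were at least 2-fold higher with both drugs and 0 were lower: miR-1274a at 1.72, miR-1274b at 1.63, miR-494 at 1.49, miR-1260 at 1.06, let-7c at 1.06 and miR-19b at 1.06. With the second spot alone, let-7c fell to 0.016 and miR-19b to 0.31; the spots on the 5-Aza-CdR array read 94 and 508 for let-7c and 146 and 513 for miR-19b. When the arrays were scaled to a common median, miR-1260 was at 0.76, let-7c at 0.82 and miR-19b at 0.80, so 3 of the 6 remained at least 2-fold higher, and without normalization none did. The HepG2-DZNep miRNAs had a median of 0.40 (percentile 99.6), with miR-1246 at 0.55, miR-1290 at 0.46 and miR-4294 at 0.40. That median was 0.0046 when the arrays were scaled to a common median, 0.22 with the first spot and -0.54 without normalization. MiR-1246 was at 0.31 with that scaling, 0.14 in the authors' table and -0.24 without normalization. Without normalization the median of all counted miRNAs was -0.45, so the signs there do not show a reversal. Scaling to a common median still lowered both values, so neither rise is independent of the processing. The miR-200 family had a median of 0.15 (percentile 97.5), whose direction was lost: it was -0.13 among miRNAs detected on both arrays, -0.035 with the second spot, -0.53 without normalization and -2.10 in the authors' table. The 5-Aza-CdR column of that table departs from its scanner array, so the values given from it here may not be another processing of the same signal. The lowest values were -0.73 for miR-3621, -0.63 for miR-222 and -0.62 for miR-762.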
